A study of Rattus norvegicus with 18 samples.

How the data were processed

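Kidney cortex RNA of 18 rat libraries in 3 groups of 6 was measured by RNA-seq. Per the labels' protocols, cortical sections were flash frozen, RNA was isolated with a silica column kit and libraries were made with a stranded kit for polyadenylated RNA on an automated instrument. The groups and the replicate numbers were taken from the sample titles and strain labels. The labels give neither sex nor batch, and do not say in words that each library came from a separate animal, so the p-values measure the spread between these libraries.

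The deposited values are a signal per gene, which the authors made by dividing read counts by one size factor per library. Per the submitters' processing notes, the tools were FastQC 0.11.2, MultiQC 0.9, HTSeq 0.6.1p1 and DESeq2 (its version is not given in the sources used here), and the genome build was Rnor 5.0. The aligner and the annotation release are not given in the sources used here. The deposited table holds 18423 rows, of which 3 name no gene. These 3 hold reads outside annotated genes (27.62 to 43.17% of all counted reads), reads aligned to several places (13.46 to 18.13%) and ambiguous reads (0.069 to 0.114%), and they were left out of library sizes and tests. Of the 18420 gene rows, 2364 carry an Ensembl identifier only. The values of each library are whole multiples of 1 step, so whole reads were recovered: at least 99.9942% of a library's values came out whole within 0.01 reads. A reference table of the GRCr8 assembly was used for gene names only, and no coordinates are given because its build differs. Of 811 listed symbols 694 were in the deposited table, 18 of them under another symbol.

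Reads in genes ranged from 8116638 to 42713246 per library, and size factors from 0.4014 to 2.022. No pair of libraries of 1 group agreed within sampling noise (lowest chi-square per degree of freedom 22.53), so each library counts once. Spearman's rho across genes lay between 0.937 and 0.994 for all pairs of libraries. Counts of multigene families (among the named genes Acot5, C4b, Cyp2c24, Cyp4a3, Gsta1, Klk1c2, Lyz2, Slco1a1, Slco1a6 and Slc22a22) are uncertain where reads fit several copies, since such reads were not counted to a gene.

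The main test was limma 3.58.1 (R 4.3.3) with a mean-variance trend on log2(value + 1), for the 13988 genes with a value of at least 10 in at least 6 libraries. One fit of 3 group means over all 18 libraries (15 residual degrees of freedom) gave the 3 comparisons. The p-values are two-sided and were adjusted by Benjamini-Hochberg within a comparison, and a gene was called at an adjusted p below 0.05. A fold change is on the log2(value + 1) scale and understates the change of low genes. The design had foreseen this test for values divided by size factors. Count tests on the recovered reads (edgeR 4.0.16 and DESeq2 1.42.0) were alternatives. Gene lists were tested with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. There were 44 lists of kidney cell types, pathways and other tissues, of which 39 had at least 5 tested members. The tests, the lists, the rule for named genes and most alternatives were fixed before the data were examined.

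The rule for named genes gave, per comparison, the 5 highest and 5 lowest fold changes among called genes with a symbol, a mean of at least 100 in 1 of the compared groups and no overlap between the groups' libraries. Symbols that are only clone or locus names were passed over. It also gave up to 3 called members of each list by adjusted p, the 2 highest-valued members of a list without a call, 10 reversed genes and Lepr. That made 44, 68 and 60 genes in the 3 comparisons. The text uses the up to 3 called members of each list that camera called, and of every other list with a call the first, a narrowing set after the results were seen. Some genes of the rule are not reported here. Counts of calls kept or ended cover all genes of the rule, and the search for libraries far from their group covers each reported gene in the 2 groups of the comparison that names it.

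On simulated counts with known changes for disease against healthy control (13988 genes), limma recovered 29.9% of genes changed 1.5-fold, 71.9% of those changed 2-fold and 100% of those changed 4-fold, with 3.6% of its calls false. edgeR recovered 29.9, 73.4 and 100%, with 4.9% of its calls false. DESeq2 recovered 40.3, 75 and 100%, with 13.8% of its calls false. Camera found the changed list and called 0 of the other lists in these simulated counts. This does not show how often camera calls lists by chance in the real libraries. When the real libraries of the compared groups were split in other ways, the median count of called lists was 8 for disease against healthy control. It was 7 for RYGB against disease and 8 for RYGB against healthy control.

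Replicate numbers 1 to 6 recur in each group. Deviations from the group mean of libraries with the same number correlated at 0.13 to 0.32 between healthy control and disease, so the numbers were taken to pair these 2 groups; the labels do not say where such a pairing comes from, and 3 of the 6 correlated best with their own number. The same check gave -0.56 to 0.31 for RYGB with disease and -0.31 to 0.01 for RYGB with healthy control, which the numbers do not pair.

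Alternatives were pseudocounts of 0.5 and 8, no filter, a minimum of 50, TMM factors, quantile normalization, edgeR, DESeq2, the 2 compared groups alone, array weights, a tested minimum fold of 1.2, the replicate number as a block, and leaving out each library in turn. Unchanged groups were simulated by shuffling the libraries' deviations from their group means, 100 times with the fit and 10000 times for the correlation and covariance of fold changes. Chosen after the data were seen were these 10000 shuffles, a simulation that flipped the signs of the deviations with both libraries of a healthy control and disease pair flipped alike, the block within healthy control and disease alone, the share of reads outside genes as a covariate, and leaving out RYGB replicates 4 and 6, or 2 and 4, together. Array weights and the tested minimum fold were used for counts of calls, not gene by gene.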

Results

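The series measured messenger RNA in kidney cortex of Zucker diabetic fatty (ZDF) rats, a model of type 2 diabetes in which the fa allele of the leptin receptor gene Lepr causes obesity. The healthy control group was lean and non-diabetic (fa/+), the disease group was diabetic (fa/fa), and the RYGB group was fa/fa with Roux-en-Y gastric bypass, an operation that reroutes food past most of the stomach and the upper small intestine. Each group had 6 libraries. Reads counted in genes ranged from 8116638 to 34169198 per library in healthy control, from 8157977 to 37142922 in disease and from 12470525 to 42713246 in RYGB. Values are normalised read counts, given as mean ± SD with n = 6 per group, and fold changes are log2 values ± SE.

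Lepr had 181.9, 240.7, 214.4, 95.67, 177.3 and 250.1 normalised reads in healthy control replicates 1 to 6. It had 127.1, 102.9, 81.45, 106.1, 109.5 and 202 in the disease libraries and 176.4, 57.04, 104.9, 124.9, 111.3 and 92.22 in the RYGB libraries. The fa allele changes the protein, so the level of this transcript does not show which allele a library carried. No comparison called it: the adjusted p was 0.318 for disease against healthy control, 0.789 for RYGB against disease and 0.0749 for RYGB against healthy control. The last was called without healthy control replicate 4 (0.0148) or disease replicate 6 (0.0491), and by DESeq2 (0.0248). The fold change of RYGB against disease, -0.15 ± 0.26, turned positive without disease replicate 6 (0.012) or RYGB replicate 2 (0.029).

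The comparison of disease with healthy control asked which transcripts accompany diabetic kidney disease. In the diabetic cortex 6 of 20 tubular injury genes and 2 of 17 macrophage markers rose, and 3 of 24 proximal tubule markers fell. Havcr1, a protein that injured proximal tubule cells put on their surface, rose 15.8-fold from 85.35 ± 104 to 1348 ± 963 (log2 fold change 4.63 ± 0.68, adjusted p = 0.000911). The ratio of means was 27.8 without healthy control replicate 4, which had 269.8. Spp1, which encodes osteopontin, rose 5.93-fold from 3766 ± 864 to 22340 ± 8280 (2.50 ± 0.23, adjusted p = 5.58e-06). Slco1a1, an organic anion transporter, fell from 1656 ± 629 to 52.05 ± 49.1 (-5.62 ± 0.70, adjusted p = 0.000215).

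Other large rises were in complement C4b (2.36 ± 0.39, adjusted p = 0.00235) and the cell cycle inhibitor Cdkn1a (1.89 ± 0.28, 0.000976). Other large falls were in Cyp2c24 (-5.14 ± 0.72, 0.000565), Cacng5 (-4.62 ± 0.82, 0.00437), the histamine-degrading enzyme Hnmt (-4.19 ± 0.66, 0.00165) and trefoil factor Tff3 (-3.97 ± 0.77, 0.0078). In each of these 9 genes all 6 disease libraries lay on one side of all 6 healthy control libraries. Disease replicate 5 was the highest disease library in Cyp2c24 (38.54, the others 0 to 17.64) and Cacng5 (38.54, 0 to 15.68). It was also the highest in Hnmt (488.7, 33.03 to 206.8) and Tff3 (667.5, 29.9 to 180.3). Without it these disease means went from 11.72, 10.72, 164.2 and 180.8 to 6.352, 5.159, 99.34 and 83.5. The same library was highest in Slc7a13 (3512, 248 to 1874) and Slco1a6 (2340, 142.6 to 957.3), given below.

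Of the 20 tested members of the tubular injury list 6 rose, 1 fell and 13 did not pass. Adjusted over the list alone, 13 rose and 2 fell. Spp1, Havcr1 and clusterin Clu (0.96 ± 0.13, adjusted p = 0.00047) led the list, whose camera adjusted p was 2.82e-09 (adjusted p = 0.0714 with an estimated correlation). Of 17 macrophage markers 2 rose, Clec10a (1.34 ± 0.22, 0.0024) and lysozyme Lyz2 (0.60 ± 0.11, 0.0044), and 7 rose adjusted over the list alone (camera 7.5e-06; adjusted p = 0.163 with an estimated correlation). Of 21 lysosome and autophagy genes 3 rose, Gpnmb (1.49 ± 0.22, 0.000913) and the proteases Ctsz (0.57 ± 0.12, 0.0119) and Ctsd (0.50 ± 0.12, 0.0449); adjusted over the list alone it was also 3 (camera 0.00269; adjusted p = 0.529 with an estimated correlation). Ctsd was not called without healthy control replicates 1, 2, 3, 4 or 6, disease replicates 1, 2, 3, 4 or 5 or RYGB replicates 1, 3, 4, 5 or 6 (0.0527 to 0.109), with no filter (0.058), with a minimum of 50 (0.0513), after quantile normalization (0.175), with the compared groups fitted alone (0.116), with the replicate block (0.0549) or with the block within healthy control and disease alone (0.0677).

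Of 8 thick ascending limb markers 2 fell, the claudin Cldn10 (-0.80 ± 0.12, 0.000911) and uromodulin Umod (-1.36 ± 0.28, 0.0129), and 4 fell adjusted over the list alone (camera 1.24e-05; adjusted p = 0.163 with an estimated correlation). Umod was not called after quantile normalization (0.161). Of 24 proximal tubule markers 3 fell, Kap (-3.52 ± 0.52, 0.000911), the amino acid transporter Slc7a13 (-3.76 ± 0.64, 0.00335) and Slc22a7 (-2.51 ± 0.61, 0.0394), and 6 fell adjusted over the list alone (camera 0.012; adjusted p = 0.594 with an estimated correlation). Slc22a7 was not called without healthy control replicates 1, 2, 3, 4 or 6, disease replicates 1, 2, 3 or 4 or RYGB replicate 1 (0.0501 to 0.112), by edgeR (0.0691), with the replicate block (0.0839) or with the block within healthy control and disease alone (0.0539). The proximal tubule list was not called without healthy control replicate 3 (0.0533) or disease replicates 2 (0.164) or 5 (0.266). Of 14 bile acid transport and signalling genes 3 fell, Slco1a1, Slco1a6 (-3.13 ± 0.60, 0.00744) and Slco4c1 (-2.23 ± 0.55, 0.0415), and 4 adjusted over the list alone (camera 0.00269, and adjusted p = 0.157 with an estimated correlation). The median fold change of this list was -0.094 against a mean of -0.822, and 5 of the 14 were positive. The camera call thus leans on a few large falls. Slco4c1 was not called without healthy control replicates 1, 2, 3, 4, 5 or 6, disease replicates 1, 3 or 4 or RYGB replicate 1 (0.05 to 0.123), with a minimum of 50 (0.053), by edgeR (0.116), by DESeq2 (0.0706), with the replicate block (0.092) or with the block within healthy control and disease alone (0.0501).

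Of 12 renin-angiotensin genes 1 fell, and 5 fell adjusted over the list alone (camera 0.000404; adjusted p = 0.0714 with an estimated correlation). Of 16 fatty acid synthesis genes 2 fell, malic enzyme Me1 (-0.84 ± 0.14, 0.00376) and the elongase Elovl5 (-0.55 ± 0.12, 0.0209); adjusted over the list alone 4 fell and 1 rose (camera 0.000229; adjusted p = 0.163 with an estimated correlation). Elovl5 was not called without healthy control replicates 2, 3 or 6 or disease replicates 3 or 4 (0.0597 to 0.0716), with the compared groups fitted alone (0.0522) or with the replicate block (0.0565). Of 17 insulin and insulin-like growth factor genes 1 fell, Igf1 (-1.44 ± 0.33, 0.0299), and 3 adjusted over the list alone (camera 0.000641; adjusted p = 0.157 with an estimated correlation). Igf1 was not called without healthy control replicates 1, 2, 3, 5 or 6 or disease replicates 2, 3, 4 or 5 (0.0511 to 0.086) or with the compared groups fitted alone (0.0598). Of 14 endothelial markers 1 fell, von Willebrand factor Vwf (-1.16 ± 0.27, 0.0319), and 1 adjusted over the list alone (camera 0.0115; adjusted p = 0.529 with an estimated correlation). Vwf was not called without healthy control replicates 1, 2, 3, 5 or 6 or disease replicates 2, 3, 4 or 6 (0.0563 to 0.0907) or with the compared groups fitted alone (0.0665). The endothelial list was not called without healthy control replicate 4 (0.051) or disease replicate 6 (0.271).

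In 6 further lists the camera test passed although no member was called, adjusted over the list alone either. Oxidative phosphorylation genes (median 0.14, camera 4.34e-05; adjusted p = 0.594 with an estimated correlation), fatty acid oxidation genes (0.15, 0.00406; adjusted p = 0.634) and cell cycle genes (0.31, 0.00666; adjusted p = 0.564) lay higher. Unfolded protein response genes (-0.30, 0.000337; adjusted p = 0.288), immediate-early and heat shock genes (-0.49, 0.000711; adjusted p = 0.529) and interferon response genes (-0.10, 0.0137; adjusted p = 0.594) lay lower, each given with the estimated-correlation value last. The cell cycle list was not called without healthy control replicate 4 (0.362). The fatty acid oxidation list was not called without healthy control replicate 1 (0.127) or disease replicates 4 (0.0682) or 6 (0.0595), nor the interferon list without healthy control replicates 1 (0.0854) or 5 (0.0939) or disease replicate 6 (0.156), or with a minimum of 50 (0.0669). Among lists that camera did not call, the first genes were desmin Des (0.86 ± 0.13, 0.00121), C4b, the glutathione synthesis gene Gclc (-2.60 ± 0.49, 0.00685), Pgm3 (-0.63 ± 0.14, 0.0195), the chemokine Cxcl11 (0.64 ± 0.15, 0.0254) and the lymphocyte gene Gzma (-2.08 ± 0.47, 0.0261). Gzma went against most of its list: 7 of 10 lymphocyte markers had a positive fold change, and adjusted over the list alone 5 rose and 2 fell (median 0.51, camera 0.0706; adjusted p = 0.594 with an estimated correlation). The lymphocyte list was called higher without healthy control replicates 1 (0.022) or 2 (0.0482) or disease replicates 1 (0.00388) or 4 (0.0474). Pgm3 was not called without healthy control replicates 3 or 6 or disease replicates 3 or 4 (0.0574 to 0.0665) or with the replicate block (0.0606). Cxcl11 was not called without healthy control replicates 2, 3, 5 or 6 or disease replicates 3 or 4 (0.0507 to 0.0753). Gzma was not called without healthy control replicates 1, 3 or 6 or disease replicate 4 (0.0619 to 0.0669) or with the compared groups fitted alone (0.0717).

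In total 225 of 13988 genes were called, 81 higher and 144 lower in disease, and 1550 had an unadjusted p below 0.05. The groups' libraries did not overlap in 174 genes, where chance gives 0.216% or 30.3 genes. The count was 145, 126 and 132 without healthy control replicates 2, 3 and 6, and 135 and 137 without disease replicates 3 and 4. Healthy control replicate 4 stood apart from its group: over 126 genes that part the other 5 healthy control libraries from the 12 fa/fa libraries, its median position was 0.942, where 0 is the mean of those 5 and 1 that of the 12.

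**Figure D1:**
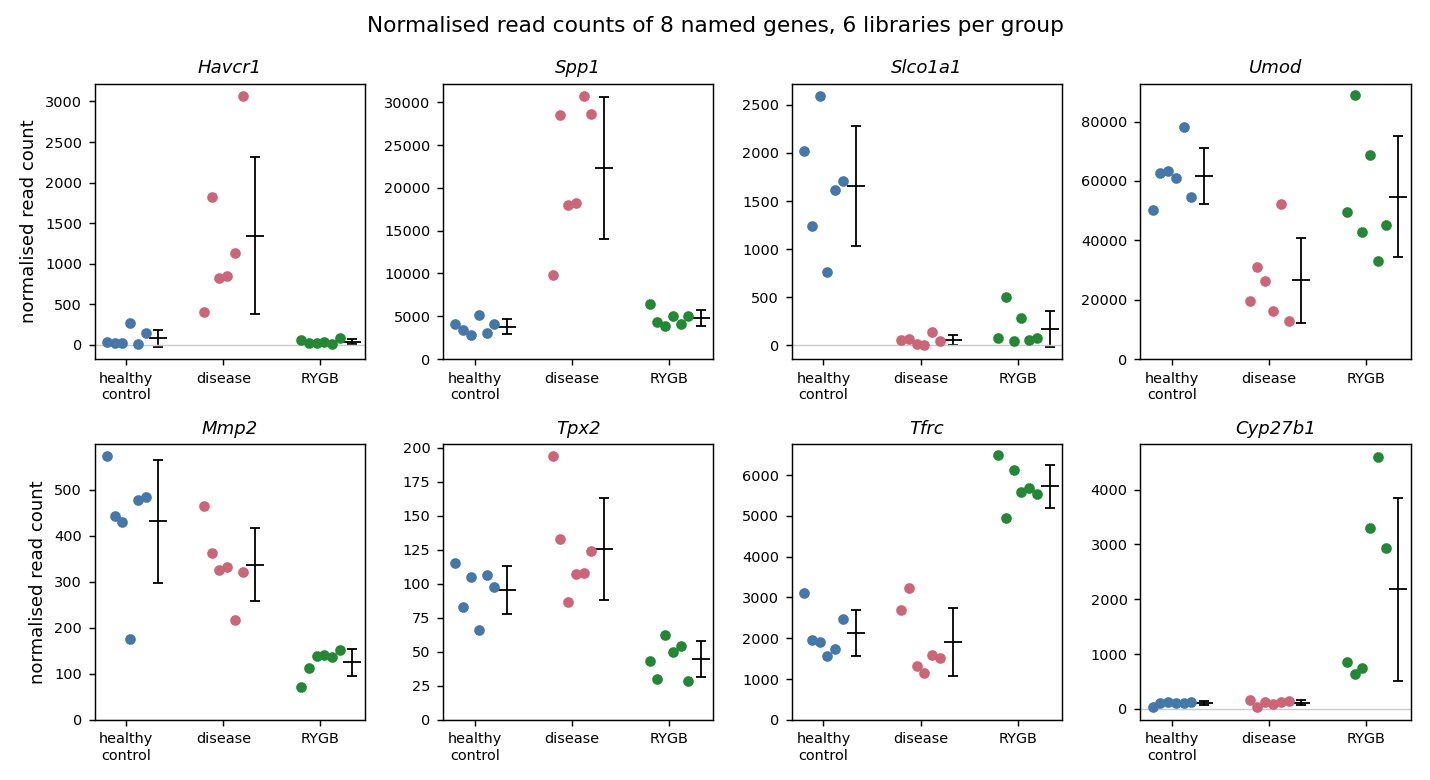
Normalised read counts (vertical axis, linear) of 8 genes in the 6 libraries of each group; each point is a library and the bar beside the points is the mean ± SD. Havcr1 and Spp1 are high in disease alone, Slco1a1 is low in disease and RYGB, and Tfrc and Cyp27b1 are high in RYGB.

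The comparison of RYGB with disease asked which transcripts differ after gastric bypass in fa/fa rats. After RYGB 11 of 21 cell cycle genes, 9 of 24 matrix genes and 6 of 20 tubular injury genes fell, and 1 injury gene rose. Havcr1 fell from 1348 ± 963 to 42.34 ± 30.3 (-4.96 ± 0.68, adjusted p = 0.000471) and Spp1 from 22340 ± 8280 to 4800 ± 933 (-2.14 ± 0.23, 5.41e-05). Cyp27b1, the enzyme that activates vitamin D, rose 19.4-fold from 112.5 ± 46.5 to 2179 ± 1670 (3.97 ± 0.49, 0.000325). The size of its rise differed between RYGB libraries: replicates 1, 2 and 3 had 857.6, 632 and 738.8, and replicates 4, 5 and 6 had 3307, 4595 and 2941. The transferrin receptor Tfrc rose from 1913 ± 839 to 5725 ± 531 (1.68 ± 0.21, 0.000334).

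Among called genes with a mean of at least 100 in 1 of the 2 groups and no overlap between them, the highest rise was in the lipoxygenase Alox15, from 72.78 ± 41.3 to 1403 ± 1100 (4.16 ± 0.64, 0.000988). The kallikrein Klk1c2 (3.56 ± 0.32, 7.21e-06) and the transcription factors Pou3f1 (1.95 ± 0.39, 0.00878) and Tp73 (1.78 ± 0.35, 0.00672) also rose. Other large falls were in haem oxygenase Hmox1 (-2.86 ± 0.69, 0.0252), carbonic anhydrase Car3 (-2.01 ± 0.27, 0.000425) and Bmp3 (-1.94 ± 0.31, 0.00131). Hmox1 was not called without disease replicate 2 or RYGB replicates 4 or 6 (0.0526 to 0.0655). All 6 RYGB libraries lay on one side of all 6 disease libraries in these genes and in Havcr1, Spp1, Cyp27b1 and Tfrc.

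Of 21 cell cycle genes 11 fell and 0 rose, led by the spindle protein gene Tpx2 (-1.48 ± 0.22, 0.000779), survivin Birc5 (-1.73 ± 0.27, 0.0012) and Cdk1 (-1.42 ± 0.25, 0.00318). Adjusted over the list alone 17 fell (camera 3.77e-14; adjusted p = 0.158 with an estimated correlation). Of 24 matrix and fibrosis genes 9 fell, led by the matrix protease Mmp2 (-1.43 ± 0.25, 0.00262), Col5a2 (-0.78 ± 0.15, 0.00431) and Col3a1 (-1.38 ± 0.29, 0.0107). Adjusted over the list alone 15 fell and 3 rose (camera 6.87e-07; adjusted p = 0.278 with an estimated correlation). Of 20 tubular injury genes 6 fell, led by Spp1, Clu (-1.002 ± 0.129, 0.000344) and Havcr1, and 1 rose; adjusted over the list alone 8 fell and 2 rose (camera 3.28e-06; adjusted p = 0.24 with an estimated correlation).

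Of 17 macrophage markers 2 fell, the mannose receptor Mrc1 (-1.75 ± 0.22, 0.000334) and Clec10a (-1.66 ± 0.22, 0.000425), and 3 adjusted over the list alone (camera 0.00671; adjusted p = 0.628 with an estimated correlation; 0.077 without RYGB replicate 3). Of 20 complement and coagulation genes 3 fell, among them C6 (-1.86 ± 0.24, 0.000334) and fibrinogen Fgb (-1.51 ± 0.29, 0.00661); adjusted over the list alone 8 fell and 2 rose (camera 0.0195; adjusted p = 0.268 with an estimated correlation; 0.0601 without RYGB replicate 3). Of 29 cytokine and chemokine genes Ccl5 rose (1.48 ± 0.25, 0.00224) and 2 fell, Birc3 (-0.79 ± 0.18, 0.0168) and the monocyte attractant Ccl2 (-1.28 ± 0.33, 0.0341). Ccl2 was not called without disease replicates 1 or 2 or RYGB replicates 1, 2 or 5 (0.0684 to 0.0847). Adjusted over the list alone 1 rose and 4 fell (camera 0.0214; adjusted p = 0.628 with an estimated correlation), and the list was not called without disease replicates 3 (0.101) or 5 (0.075) or RYGB replicate 3 (0.252). Of 21 lysosome and autophagy genes 3 fell, Gpnmb (-1.51 ± 0.22, 0.000779), Ctsz (-0.51 ± 0.12, 0.0183) and Ctsd (-0.46 ± 0.12, 0.0438), and 4 adjusted over the list alone (camera 0.018; adjusted p = 0.628 with an estimated correlation). This list was not called without disease replicates 3 (0.113) or 4 (0.116) or RYGB replicate 3 (0.0601). Ctsz was not called without disease replicate 2 or RYGB replicate 1 (0.0503 to 0.0535). Ctsd was not called without healthy control replicates 2, 3 or 6, disease replicates 1, 2, 3 or 5 or RYGB replicates 1, 3, 4, 5 or 6 (0.0515 to 0.109), with no filter (0.0602), after quantile normalization (0.0783) or with the compared groups fitted alone (0.0653).

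Of 8 thick ascending limb markers 3 rose, Cldn19 (1.09 ± 0.27, 0.0265), Umod (1.13 ± 0.28, 0.0294) and Cldn10 (0.43 ± 0.12, 0.0438), and 5 adjusted over the list alone (camera 0.00595; adjusted p = 0.628 with an estimated correlation). Cldn19 was not called without disease replicates 1, 4 or 6 or RYGB replicates 2 or 4 (0.051 to 0.0695) or with the compared groups fitted alone (0.0664). Umod was not called without disease replicates 1, 4 or 6 or RYGB replicates 1, 2 or 4 (0.0569 to 0.0729), after quantile normalization (0.13) or with the compared groups fitted alone (0.0704). Cldn10 was not called without healthy control replicates 2, 5 or 6, disease replicates 2, 5 or 6 or RYGB replicates 1, 2, 4, 5 or 6 (0.0529 to 0.105) or with the compared groups fitted alone (0.0744). RYGB replicates 2 and 4 were the highest RYGB libraries in all 3 genes. They had 896.2 and 606.4 for Cldn19 (the others 308.1 to 443.1) and 88920 and 68660 for Umod (33170 to 49420). For Cldn10 they had 2063 and 1942 (1559 to 1851). Without both libraries Umod (0.18) and Cldn10 (0.237) were not called. Of 24 proximal tubule markers 2 rose, the urate transporter Slc22a12 (1.28 ± 0.23, 0.00368) and Miox (0.95 ± 0.23, 0.028), and 9 adjusted over the list alone (camera 0.00595; adjusted p = 0.628 with an estimated correlation; 0.0794 without disease replicate 5). Miox was not called without disease replicates 1, 2 or 6 or RYGB replicates 4, 5 or 6 (0.0563 to 0.0729).

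Of 49 oxidative phosphorylation genes 1 fell, Cox6c (-0.55 ± 0.15, 0.0449), and 0 adjusted over the list alone (camera 0.00193; adjusted p = 0.748 with an estimated correlation). The list was not called without disease replicate 3 (0.0541) or RYGB replicate 3 (0.0588). Cox6c was not called without healthy control replicates 3, 5 or 6, disease replicates 1, 2, 3, 4 or 6 or RYGB replicates 1, 2, 4, 5 or 6 (0.0501 to 0.117), with no filter (0.056), with TMM factors (0.0511) or with the compared groups fitted alone (0.0663). Of 14 immediate-early and heat shock genes 2 rose, Junb (1.48 ± 0.31, 0.011) and Jun (1.16 ± 0.29, 0.0281), and 4 adjusted over the list alone (camera 0.0292; adjusted p = 0.726 with an estimated correlation). Junb had 3603 and 3837 normalised reads in RYGB replicates 4 and 6 and 1027 to 1861 in the other 4 RYGB libraries. The list was not called without disease replicates 1 (0.0838) or 2 (0.053) or RYGB replicates 4 (0.168) or 6 (0.126). Jun was not called without disease replicates 1 or 2 or RYGB replicates 1, 4, 5 or 6 (0.0578 to 0.0736).

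Among the lists that camera did not call, the leading genes included Tfrc, Des (-0.78 ± 0.13, 0.00226), Igfbp4 (1.52 ± 0.26, 0.00269), the oxysterol hydroxylase Cyp7b1 (-0.88 ± 0.16, 0.00343), erythropoietin Epo (2.66 ± 0.54, 0.00878), the water channel Aqp4 (-1.20 ± 0.24, 0.00878) and Cyp4a3 (1.05 ± 0.22, 0.0107). Of the 13 iron and haem handling genes, which include Tfrc, 2 rose and 3 fell, and 3 rose and 3 fell adjusted over the list alone (median -0.02, camera 0.947). Of the 13 hypoxia response genes, which include Epo, 2 rose and 0 fell, also adjusted over the list alone (median -0.03, camera 0.839). The erythrocyte list had 3 tested members, too few for camera, and all 3 had a positive fold change (median 0.78). None of them was called, and 2 rose adjusted over the list alone. Its member Alas2 had a mean of 147.8 ± 84.4 in disease and 629.2 ± 271 in RYGB.

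The calcium binding protein gene S100g (1.11 ± 0.29, 0.0356), the lymphocyte gene Nkg7 (1.68 ± 0.45, 0.0421), the lipogenic transcription factor Srebf1 (1.10 ± 0.26, 0.0234), the glucose transporter Slc2a1 (0.69 ± 0.19, 0.0424) and the clock gene Bhlhe40 (0.73 ± 0.19, 0.0361) rose. The water channel Aqp3 (-0.62 ± 0.17, 0.0444), collagen Col4a1 (-0.71 ± 0.17, 0.0219), Mgea5 (-0.60 ± 0.16, 0.0413) and adiponectin Adipoq (-0.82 ± 0.20, 0.0289) fell. S100g was not called without disease replicates 1, 2 or 6 or RYGB replicates 1, 2, 5 or 6 (0.0544 to 0.0926) or by edgeR (0.0559). Aqp3 was not called without healthy control replicates 2, 3, 5 or 6, disease replicates 1, 2, 3, 4, 5 or 6 or RYGB replicates 1, 4, 5 or 6 (0.051 to 0.11), with no filter (0.0505), with TMM factors (0.0514), after quantile normalization (0.0696), by edgeR (0.0881) or with the compared groups fitted alone (0.0909). Col4a1 was not called without disease replicates 1 or 2 (0.0566 to 0.0599). Nkg7 was not called without healthy control replicates 2, 5 or 6, disease replicates 1, 2, 4 or 6 or RYGB replicates 1, 2, 4, 5 or 6 (0.0515 to 0.105). The lymphocyte list, of which Nkg7 was the 1 called gene, had a median of -0.53 (camera 0.234, and 0.0265 without disease replicate 1). Srebf1 was not called without disease replicates 1, 2 or 6 or RYGB replicates 4, 5 or 6 (0.0518 to 0.0619). Slc2a1 was not called without healthy control replicates 2, 3, 5 or 6, disease replicates 1, 2, 4 or 6 or RYGB replicates 1, 2, 4 or 6 (0.0521 to 0.103), after quantile normalization (0.0575) or with the compared groups fitted alone (0.094). Mgea5 was not called without healthy control replicate 6, disease replicates 1, 2 or 6 or RYGB replicates 1, 2, 4, 5 or 6 (0.0528 to 0.1) or with the compared groups fitted alone (0.0758). Bhlhe40 was not called without disease replicates 1, 2 or 4 or RYGB replicates 1, 2, 4, 5 or 6 (0.0586 to 0.0886). Adipoq was not called without disease replicates 1 or 2 or RYGB replicates 1, 4, 5 or 6 (0.055 to 0.0755) or with the compared groups fitted alone (0.0596).

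In total 552 genes were called, 258 higher and 294 lower after RYGB, and 2901 had an unadjusted p below 0.05. The groups' libraries did not overlap in 363 genes (30.3 by chance). The count was 285 and 261 without disease replicates 1 and 2, and 272, 362, 289, 325 and 338 without RYGB replicates 1, 2, 4, 5 and 6. It was 166 without both RYGB replicates 4 and 6, 194 without both RYGB replicates 2 and 4, and 165 with the share of reads outside genes as a covariate. That share was 30.52 ± 2.15% in RYGB, 34.1 ± 4.11% in disease and 34.56 ± 4.38% in healthy control. Of the 68 named genes, 36 were not called with this covariate and 34 not without RYGB replicates 4 and 6. Among those given here, Pou3f1, Hmox1, Nes, Miox, Cldn19, Umod, Cldn10, S100g, Aqp3, Col4a1, Nkg7, Birc3, Srebf1, Slc2a1, Mgea5, Cox6c, Bhlhe40, Ctsd, Junb, Jun, Adipoq, Cacng5, Aspg, Slco1a6, Mep1b and Slc22a22 were not called under either setting, Ccl2, Cyp4a3 and Ctsz not with the covariate, and Fgb not without these libraries.

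**Figure D2:**
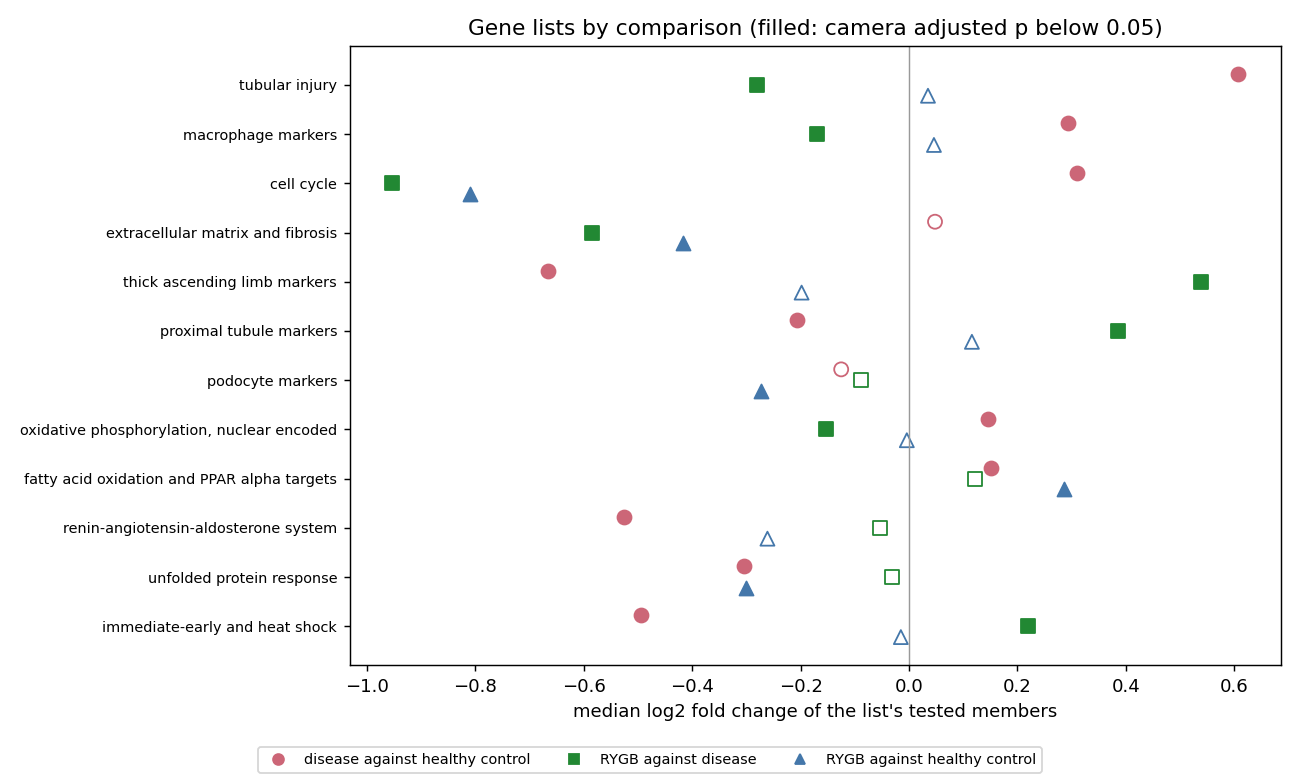
Median log2 fold change (horizontal axis) of the tested members of 12 gene lists in the 3 comparisons; filled symbols have a camera adjusted p below 0.05 at the preset correlation. The cell cycle list lies at -0.95 for RYGB against disease and at -0.81 for RYGB against healthy control, and the tubular injury list at 0.61 for disease against healthy control.

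The comparison of RYGB with healthy control asked how far the cortex after bypass lay from that of lean rats. Alox15 (5.23 ± 0.64, 0.000278), Cyp27b1 (4.11 ± 0.49, 0.000253), Epo (3.83 ± 0.54, 0.000716) and Tfrc (1.46 ± 0.21, 0.000768) were higher after RYGB than in healthy control. The mean of Epo, the hormone that drives red cell formation, was 3.848 ± 2.8 in healthy control and 75.16 ± 62.1 in RYGB. Slco1a1 was lower, at 172.2 ± 186 against 1656 ± 629 (-3.80 ± 0.70, 0.00488), and its RYGB mean was 106.1 without RYGB replicate 2. RYGB replicates 2 and 4 had 502.9 and 286.4 and the other 4 had 41.53 to 79.05. Cyp2c24 was also lower (-3.18 ± 0.72, 0.0191; 0.0555 without RYGB replicate 6).

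Other large rises were in the red cell haem synthesis gene Alas2 (2.98 ± 0.79, 0.0374), Lgals5 (2.73 ± 0.77, 0.0467) and Tp73 (2.66 ± 0.35, 0.000497). Alas2 was not called without healthy control replicates 2, 3 or 6 or RYGB replicates 1, 2, 4, 5 or 6 (0.0519 to 0.0873). Lgals5 was not called without healthy control replicates 1, 2, 3 or 6, disease replicates 1, 2 or 4 or RYGB replicates 1, 2, 4, 5 or 6 (0.0505 to 0.102), with a pseudocount of 0.5 (0.0582), with no filter (0.0561) or with a minimum of 50 (0.0506). Other large falls were in Ccdc152 (-3.98 ± 1.07, 0.0404), Acot5 (-3.89 ± 0.65, 0.00243) and Col6a5 (-3.06 ± 0.34, 0.000141). Ccdc152 ranged from 8.405 to 4281 normalised reads in healthy control. Ccdc152 was not called without healthy control replicates 1, 3 or 5 or RYGB replicates 1, 2, 4, 5 or 6 (0.0665 to 0.0944) or with a pseudocount of 8 (0.052).

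Of 21 cell cycle genes 6 fell, led by Tpx2 (-1.11 ± 0.22, 0.00735), Birc5 (-1.22 ± 0.27, 0.0172; 0.0537 without healthy control replicate 1) and Mki67 (-1.31 ± 0.32, 0.0274). Adjusted over the list alone 13 fell (camera 2.97e-07; adjusted p = 0.779 with an estimated correlation). Mki67 was not called without healthy control replicates 1, 2, 3, 5 or 6 or RYGB replicates 1, 2 or 6 (0.0537 to 0.0811). Of 24 matrix and fibrosis genes 5 fell, led by Mmp2 (-1.73 ± 0.25, 0.000716), Col5a2 (-0.81 ± 0.15, 0.00373) and decorin Dcn (-0.61 ± 0.11, 0.00523), and 9 adjusted over the list alone (camera 0.000375; adjusted p = 0.779 with an estimated correlation). Of 36 fatty acid oxidation genes 3 rose, among them Hadh (0.68 ± 0.17, 0.0285) and Cpt2 (0.65 ± 0.17, 0.039), and 11 adjusted over the list alone (camera 0.000288; adjusted p = 0.997 with an estimated correlation). Hadh was not called without healthy control replicates 1, 2 or 5 or RYGB replicates 1, 5 or 6 (0.0532 to 0.0811). Cpt2 was not called without healthy control replicates 1, 2, 3, 5 or 6 or RYGB replicates 1, 2, 4, 5 or 6 (0.0618 to 0.103).

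No member was called of the unfolded protein response list (median -0.30, camera 0.00812; adjusted p = 0.779 with an estimated correlation) or of the basement membrane list (-0.23, 0.0353; adjusted p = 0.779). Adjusted over the list alone 0 and 6 fell. The basement membrane list was not called without healthy control replicates 2 (0.0923) or 5 (0.0834), disease replicate 6 (0.0577) or RYGB replicate 3 (0.18). Among lists that camera did not call, the leading genes were Me1 (-1.37 ± 0.14, 0.000111), Epo, Cyp7b1 (-1.08 ± 0.16, 0.000768), Tfrc, Igf1 (-2.08 ± 0.33, 0.00177), Cdkn1a (1.62 ± 0.28, 0.00322), C6 (-1.34 ± 0.24, 0.00328) and the class II transactivator Ciita (0.95 ± 0.17, 0.00366).

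Lysozyme Lyz2 (0.56 ± 0.11, 0.00699), the cytokine gene Il34 (0.63 ± 0.13, 0.00975), S100g (1.33 ± 0.29, 0.015), the gluconeogenic enzyme Pck1 (1.35 ± 0.37, 0.0428), the clock gene Cry2 (0.80 ± 0.20, 0.0344), the branched chain amino acid enzyme Bckdha (0.54 ± 0.14, 0.0375) and lactate dehydrogenase Ldha (0.35 ± 0.09, 0.0357) rose. Pgm3 (-0.73 ± 0.14, 0.00504), the glutathione transferase Gsta1 (-0.95 ± 0.20, 0.0115), Vwf (-1.29 ± 0.27, 0.0116), cytochrome c Cycs (-0.76 ± 0.17, 0.0209), the interferon response gene Ifit2 (-0.73 ± 0.17, 0.0231), Kap (-2.12 ± 0.52, 0.0274) and Gucy1a3 (-0.64 ± 0.18, 0.0421) fell. Pck1 was not called without healthy control replicates 1, 2, 3, 5 or 6 or RYGB replicates 1, 4, 5 or 6 (0.0695 to 0.119) or with no filter (0.0624). Cry2 was not called without healthy control replicates 1, 2 or 3 or RYGB replicates 1, 2, 4, 5 or 6 (0.0588 to 0.0861). Bckdha was not called without healthy control replicates 1, 2, 3, 5 or 6 or RYGB replicates 1, 2, 4, 5 or 6 (0.0545 to 0.102) or after quantile normalization (0.0521). Ldha was not called without healthy control replicates 1, 2, 3, 5 or 6 or RYGB replicates 1, 2, 4, 5 or 6 (0.0515 to 0.0964) or after quantile normalization (0.0738). Cycs was not called without healthy control replicates 1, 3 or 6 (0.0508 to 0.0573). Ifit2 was not called without healthy control replicates 1 or 2 or RYGB replicates 4, 5 or 6 (0.0515 to 0.0694). Kap was not called without healthy control replicates 1, 2, 3, 5 or 6 or RYGB replicates 1, 5 or 6 (0.0516 to 0.0702). Gucy1a3 was not called without healthy control replicates 1, 2, 3, 5 or 6 or RYGB replicates 1, 2, 4, 5 or 6 (0.0642 to 0.112). Lyz2 and Il34 do not stand for a rise of their lists. Of 17 macrophage markers 1 rose and 1 fell (camera 0.778). The latter was Mrc1, at 132.9 ± 29.6 in healthy control and 60.34 ± 5.57 in RYGB. Of 29 cytokine and chemokine genes 2 rose and 1 fell (camera 0.614).

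In total 621 genes were called, 344 higher and 277 lower in RYGB, and 3666 had an unadjusted p below 0.05. The groups' libraries did not overlap in 450 genes (30.3 by chance). The count was 209, 268, 308, 1506, 309 and 267 without healthy control replicates 1 to 6, 1048 without disease replicate 6, and 261, 355, 1398, 301, 266 and 216 without RYGB replicates 1 to 6. It was 134 without both RYGB replicates 4 and 6, 215 without both RYGB replicates 2 and 4, 134 with the share of reads outside genes as a covariate, and 1442 when these 2 groups were fitted alone. Of the 60 named genes, 35 were not called with that covariate and 32 not without RYGB replicates 4 and 6. Among those given here, Alas2, Lgals5, Ccdc152, Mki67, Hadh, Cpt2, Il34, S100g, Pck1, Cry2, Bckdha, Ldha, Vwf, Cycs, Ifit2 and Gucy1a3 were not called under either setting, Tpx2, Birc5 and Kap not with the covariate, and Cyp2c24 and Lyz2 not without these libraries.

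Podocytes, the filtering cells of the glomerulus, are named in the title of the series. Of 25 podocyte markers 0 were called in disease against healthy control, also adjusted over the list alone, and the camera adjusted p was 0.0541 (median -0.12; adjusted p = 0.634 with an estimated correlation). It was 0.0349 with the replicate block over all 3 groups, 0.059 with the block within healthy control and disease alone, 0.0449 with no filter, 0.0411 with a minimum of 50, and 0.00506, 0.0305 and 0.00493 without healthy control replicates 3, 5 and 6 and 0.022, 0.00452 and 0.0171 without disease replicates 1, 2 and 5. Of the distal convoluted and connecting tubule markers, Slc12a3 and Pvalb were not among the gene rows. The 6 tested ones, all not called, had a camera adjusted p of 0.054 (adjusted p = 0.529 with an estimated correlation). The camera adjusted p was 0.0413 with the block over all 3 groups, and 0.00343 with the block within healthy control and disease alone. It was 0.0062 to 0.0482 without healthy control replicates 1, 2 or 5, disease replicates 3 or 4 or RYGB replicates 1 or 3. The podocyte markers with the highest values, Actn4 and Podxl, had 18180 ± 1520 and 9223 ± 2500 in healthy control, 18750 ± 3870 and 7447 ± 1690 in disease and 17430 ± 2090 and 7049 ± 955 in RYGB. The slit diaphragm gene Nphs1, chosen after its values were seen, had 3122 ± 614 in disease and 3022 ± 261 in RYGB (adjusted p = 0.945). In RYGB against disease 1 marker fell, the intermediate filament gene Nes (-0.84 ± 0.23, 0.049), and 1 adjusted over the list alone (camera 0.311). Nes was not called without healthy control replicates 2, 3, 5 or 6, disease replicates 1, 2, 3, 4, 5 or 6 or RYGB replicates 1, 4, 5 or 6 (0.0521 to 0.128), with no filter (0.056), with a minimum of 50 (0.0532), with TMM factors (0.0524), by edgeR (0.0698) or with the compared groups fitted alone (0.0617). In RYGB against healthy control 0 markers were called, also adjusted over the list alone, and the list lay lower (median -0.27, camera 0.0251; adjusted p = 0.997 with an estimated correlation; 0.251 and 0.085 without healthy control replicates 1 and 2).

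Genes changed in disease and changed back after RYGB were counted from the first 2 comparisons, which share the disease libraries. There were 73: 32 were higher in disease and lower after RYGB, and 41 lower and then higher. Havcr1 and Spp1 were among the former, and Cacng5, Klk1c2, Lipg, Aspg, Slco1a6, Mep1b, Slc22a22 and Rarres1 among the latter. The lipase Lipg went from 179.7 ± 37.7 in healthy control to 12.45 ± 7.6 in disease and 75.67 ± 30.2 in RYGB, and Klk1c2 from 82.52 ± 28.6 to 10.28 ± 4.82 and 126.2 ± 39.8. Independent lists would share 1.7 and 2.66 genes, and 100 simulated sets of unchanged groups gave 0 genes each. These sets called 0 genes in RYGB against disease, so none could count as changed back, and they do not show how many the shared disease libraries would give among changed genes. With the disease libraries split into 3 for each comparison, the median over 20 splits was 14 genes (7 to 35). Of the 81 genes higher in disease, 20 were also called higher in RYGB than in healthy control, and of the 144 lower ones 41 were called lower. The count of 73 was 48 and 46 without healthy control replicates 2 and 6, 48 without disease replicate 2, and 47 and 48 without RYGB replicates 1 and 4. RYGB replicates 2 and 4 lay above the other 4 RYGB libraries in 9 of the 11 named reversed genes that were higher after RYGB. Cacng5 had 303.2 and 358.1 in these libraries and 14.21 to 66.14 in the others, and Slco1a6 had 8120 and 10600 against 1195 to 2766. Without both the count was 38, and Cacng5 (0.133), Slco1a6 (0.17), Aspg (0.0824), Mep1b (0.199), Slc22a22 (0.221), Umod (0.18), Cldn10 (0.237) and Ctsd (0.0927) were not called in RYGB against disease. The second call ended for Cacng5 without RYGB replicate 4 (0.0528), for Slco1a6 without disease replicates 1 or 4 or RYGB replicates 1, 2 or 4 (0.0508 to 0.0675), for Mep1b without the same 5 libraries (0.0555 to 0.0839), and for Slc22a22 without disease replicates 1, 3 or 4 or RYGB replicates 1, 2, 4 or 6 (0.0534 to 0.0926). Aspg was not called in disease by edgeR (0.0595).

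Across the 13988 genes, which are not independent replicates, the fold changes of the first 2 comparisons had a Pearson r of -0.421. Over 10000 shuffles of the libraries, unchanged groups gave a median of -0.511, and 65.52% were at least as negative, so the observed value lay within what sharing the disease libraries alone gives. The covariance was -0.0678 against a simulated median of -0.0256, a difference of -0.0423, and 2.74% of the shuffles reached it. The shuffles part the numbered pairs of healthy control and disease. With these kept together and the signs of deviations flipped, the medians were -0.568 for r (80.19% of 3968 combinations at least as negative) and -0.0258 for the covariance (1.42% of 4096). With split disease libraries r had a median of -0.22 (-0.475 to 0.146) and the covariance a median of -0.0412 (-0.0738 to 0.0386).

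**Figure D3:**
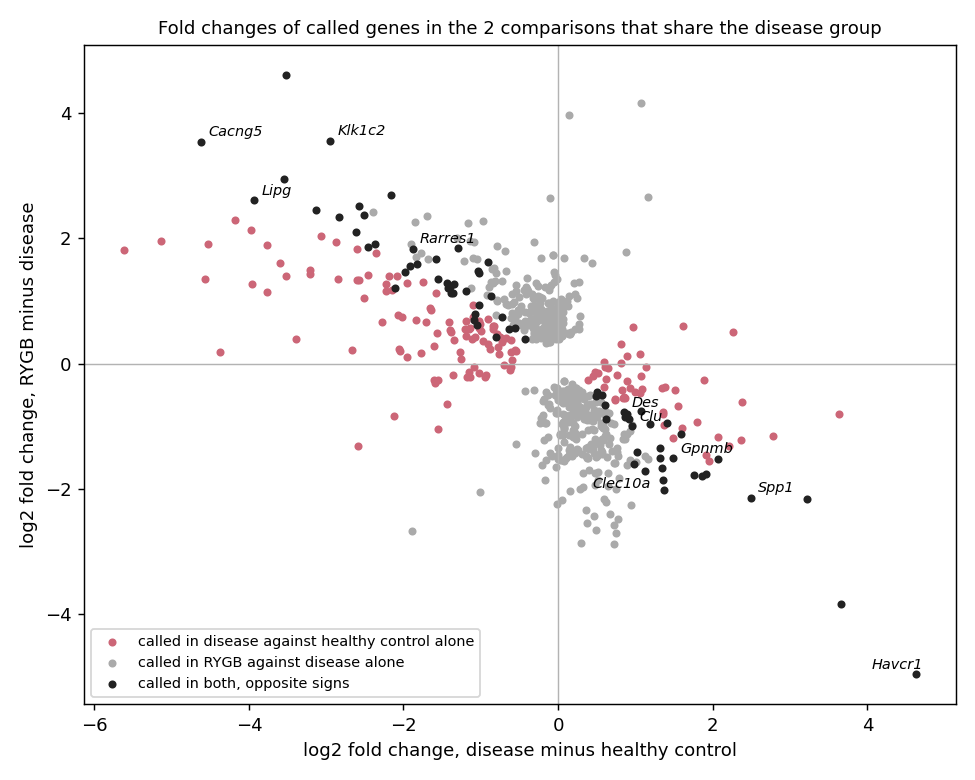
Log2 fold change of disease minus healthy control (horizontal axis) and of RYGB minus disease (vertical axis) for genes called in at least 1 of them; black points were called in both with opposite signs. The 41 black points at upper left were lower in disease and higher after RYGB, and the 32 at lower right the reverse.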

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

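Of the tests in this part, the position of healthy control replicate 4, its fatty acid oxidation genes, the thinned position and the androgen-responsive genes were chosen after the result was seen.

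A value was picked out where 1 library of a group of 6 lay far from the nearest other library, measured against the range of the group. Each gene was looked at in the 2 groups of the comparison that names it, not in all 3. Of 286 groups of values 22 met this, where chance gives about 1 in 20, or 14.3. Of the 22, 14 were in healthy control replicate 4, 3 in healthy control replicate 1, 2 in RYGB replicate 3, and 1 each in RYGB replicates 2 and 6 and disease replicate 1.

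Healthy control replicate 4 was higher than the other healthy control libraries for Clec10a (98.12, nearest other 69.76) and S100g (323.8, 92.82). It was lower for the matrix and vessel genes Col6a5 (26.98, 111.8), Mmp2 (176.6, 430.0), Vwf (83.4, 220.2) and Cxcl12 (2372, 5082). It was also lower for the metabolic genes Cycs (6290, 10750), Fads1 (988.6, 4133) and Gatm (16270, 69520), and for Igf1 (110.4, 394.3), Kap (16420, 46350), Lepr (95.67, 177.3), Lgals5 (0, 15.26) and Mki67 (39.25, 144.4).

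In healthy control replicate 1, Cyp27b1 was 30.67 (nearest other 100.9), Hmox1 2605 (337.0) and the share of reads outside genes 43.17% (34.36%). In RYGB replicate 2, Aqp3 was 4493 (2544). In RYGB replicate 3, Fgb was 189.1 (112.6) and Fgfr4 865.5 (1339). Ccdc152 was 2.395 in RYGB replicate 6 (5.934), and Nes was 747.4 in disease replicate 1 (479.9).

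For healthy control replicate 4, over 126 genes chosen without it, the median position was 0.942 ± 0.058 (SE) between the other 5 healthy control libraries at 0 and the 12 fa/fa libraries at 1, where the other healthy control libraries took -0.102 to 0.196. A wrong label could give this and stays open, although 28 of these genes lay outside the fa/fa range on the healthy side, among them Serpinb12 (58.87, fa/fa 0 to 9.007) and Pappa2 (184.0, fa/fa 28.11 to 99.07). A fasting-like state may also apply, since 35 of its 36 fatty acid oxidation genes had a median deviation of 0.589, with 31 of the 35 higher. That lay at percentile 100 of 10000 random lists. It does not tell this state from a wrong label. The list was also higher than in healthy control in disease (camera adjusted p = 0.00406) and in RYGB (0.000288). Low depth as the whole cause cannot be told apart by the test written first: healthy control replicate 1 thinned to the same reads lay 0.831 times as far from its group (0.515 against 0.62), but it lay at 0.475 before thinning, which added 0.04 to it and 0.062 to 0.093 to the others, so this ratio decides nothing. The test chosen later argues against it as a shift toward fa/fa, since no thinned library passed a position of 0.219.

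Slco1a1, Cyp2c24, Slc7a13, Kap and Slco1a6, abundant in the last part of the proximal tubule, were lower in disease. Less of that segment, S3, in the sampled tissue was tested with 5 other S3 genes. Their median log2 fold change was -0.371 (SE of their mean across genes 0.082), above the bound of -1 set for it as the whole cause. This argues against it only as far as these genes depend on S3, which was not tested. All 5 lay lower and 1 was called, Atp11a (-0.75, adjusted p = 0.0418), so part of the change may come from less S3. Disease replicate 5 and RYGB replicates 2 and 4 were the highest of their groups in the lowered genes. The same held for the thick ascending limb genes Umod and Cldn19. A difference in the sampled tissue therefore stays open. A weaker androgen signal stays open: 5 other androgen-responsive genes had a median of -0.552, and their mean fell by 0.52 (exact two-sided permutation p = 0.00649 over 924 splits that ignore the numbered pairs; within the 6 pairs 0.0312, the smallest that 64 sign combinations can give), but 3 of the 5 lay lower and 1 was called, Slc22a2 (-1.40, adjusted p = 0.00255). Diabetes itself, which the design names, was not tested apart from the obesity of these rats.

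Tfrc and Epo were higher after RYGB than in disease. Red cell precursors left in the tissue could carry Tfrc, and log2 Alas2 as a covariate stood for them. With it Tfrc went from 1.68 to 1.47 (adjusted p = 0.0016), which argues against them as the whole cause of its rise. Epo went from 2.66 ± 0.54 to 2.16 ± 0.62 (adjusted p = 0.0477). For Epo the covariate decides nothing, since Epo drives red cell formation and Alas2 could follow it. With that covariate 775 genes were called. Iron loss or low oxygen after the operation stay open: the iron and haem handling list (camera 0.947) and the hypoxia response list (camera 0.839) were not called in this comparison.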

How the results depend on the processing

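The block within healthy control and disease alone, the covariate and leaving out RYGB replicates 4 and 6, or 2 and 4, together were tests chosen after the result was seen.

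Of the named genes, 28 of 44 (disease against healthy control), 30 of 68 (RYGB against disease) and 22 of 60 (RYGB against healthy control) kept their direction and side of the threshold in every setting run gene by gene, which leaves out array weights, the tested fold and RYGB replicates 2 and 4 left out together, and 14, 30 and 30 lost their call without some single library. In that order, DESeq2 called 410, 1098 and 1602 genes (220, 552 and 618 shared), array weights 461, 1085 and 4858, and a tested fold of 1.2 called 97, 118 and 85. The first count was 143 with a minimum of 50, where fewer genes are tested, and the third 1442 with its groups fitted alone. With the covariate the last 2 were 165 and 134, and with fewer libraries, without RYGB replicates 4 and 6, 166 and 134, and without 2 and 4, 194 and 215. Leaving out 1 library gave 126 to 312, 261 to 819 and 209 to 1506. With an estimated correlation 0, 0 and 0 lists were called, with fry 7, 4 and 1, and without RYGB replicate 3 the second count was 6 (highest without 1 library 13). The reversed genes were 48 with a minimum of 50, 158 by DESeq2, 139 with array weights, 46 with the covariate, 31 without RYGB replicates 4 and 6, 38 without 2 and 4, and 46 to 109 without 1 library. With split disease libraries they were 14 and r was -0.22. Lepr in RYGB against disease took -0.294 to 0.029, with 0.012 without disease replicate 6. For other changes than those from fewer genes or libraries the cause was not tested. Low depth (8116638 reads in healthy control replicate 4) limits genes with few reads.

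With the replicate block 158, 408 and 496 genes were called, 152, 378 and 453 of them shared, and 47 were reversed; it ended 6, 15 and 6 calls of named genes. With the block within healthy control and disease alone it was 252, of which 175 were shared. Of the calls of named genes and lists for disease against healthy control, the block over all groups changed those of Slc22a7, Slco4c1, Ctsd, Elovl5, Pgm3 and Gclm and of the podocyte and distal convoluted tubule lists. No RYGB library correlated best with its own number in another group.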

Other observations

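The tests of splits were written before the result was seen, and the values of Fos were chosen after.

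As many called genes as in disease against healthy control (225) came from 2 of 100 splits of the 12 libraries, the real one included, and the highest other split gave 1072. For RYGB against disease (552) it was 2 of 100 (highest other 1403), and for RYGB against healthy control (621) 1 of 100 (200). Counts this high were rare among the splits, but another split exceeded each of the first 2. In the 100 simulated sets of unchanged groups, the count for disease against healthy control had a median of 0 and a highest value of 1351. Chance is therefore unlikely for these 3 counts, but not excluded. For the 73 reversed genes it was 1 of 100 regroupings of the 18 libraries (highest other 0). That makes a random grouping unlikely for the calls, but does not test whether changed genes reverse more often than the shared disease libraries make them. The splits with 1072 and 1403 genes called more genes than the real ones and point to a structure of the samples. The first set healthy control and disease replicates 1, 4 and 6 against 2, 3 and 5 of both groups, and the second set disease replicates 1, 2, 5 and 6 with RYGB replicates 1 and 3 against the rest. Among the 32 splits that part all 6 numbered pairs of healthy control and disease, 1 gave as many genes (highest other 19).

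For the counts of shifted lists chance cannot be excluded. As many as the 16 of disease against healthy control came from 8 of 100 splits (highest other 18) and from 2 of the 32 pair-parting splits (18). As many as the 11 of RYGB against disease came from 27 of 100 (21), and as many as the 6 of RYGB against healthy control from 70 of 100 (20).

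Fos, chosen after its values were seen, was at 1985 and 2013 normalised reads in RYGB replicates 4 and 6 and at 132.2 to 371.5 in the other 4 RYGB libraries. The first 4 principal components held 26.8, 17.3, 12.4 and 9.8% of the variance.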
